A study of Homo sapiens with 6 samples. Its data were reported in "LSD1 Activates PI3K/AKT Signaling Through Regulating p85 Expression in Prostate Cancer Cells" (2019).

How the data were processed

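H3K4me2 (dimethylated lysine 4 of histone H3, an enhancer-associated mark) was measured by chromatin immunoprecipitation sequencing (ChIP-seq) in LNCaP cells, an androgen-responsive prostate cancer line. The cells had been kept in charcoal-stripped serum and were given vehicle or GSK2879552, an inhibitor of the demethylase LSD1 (KDM1A), for 4 or 24 h. The 6 samples form 3 groups of 2 replicates: vehicle, GSK 4 h and GSK 24 h. Per the labels, the GSK samples were also given the androgen DHT while the control was given vehicle without GSK, whereas the treatment protocol names GSK2879552 alone. The paper's figure legend for this ChIP-seq also names GSK2879552 without DHT. Whether DHT was given is thus not settled, and an androgen effect cannot be separated from an inhibitor effect here.

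The authors deposited 1 peak list per group, made from both replicates together. A list therefore carries no replicate error, and no test between groups, replicate left out or paired fit could be had. Each peak has a position, a fold enrichment (a ratio over background), a -log10 p-value, a -log10 q-value and a display score, all assigned by the authors' peak caller and not normalised between lists. Per the deposited values, the score is about 10 times the -log10 q-value, and the lowest -log10 q-values of 1.32 (vehicle), 1.34 (GSK 4 h) and 1.34 (GSK 24 h) lie just past a q-value of 0.05. The aligner, peak caller and settings are not stated by the authors. The genome build is not stated either, but the sequence names and the highest positions on each chromosome are those of hg19.

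The caller's model was inferred from the values. For each peak, a whole-number summit pileup (fragments covering the summit) and a background were sought such that the fold equalled (pileup + 1)/(background + 1) and the p-value equalled the Poisson chance of exceeding that pileup. A whole number was found, within 0.001 on the -log10 p scale, for 99.998% of vehicle regions (all but 2) and for 100% of regions in both GSK lists. On 19932 simulated peaks drawn from the vehicle profile, the step returned the right pileup for 100% and took 0% of fractional pileups for whole ones. The lowest background in a list was one constant, the genome-wide level. Every other background of fewer than 1000 tags was a whole number of tags in 10 kb multiplied by the length of the shortest peak, taken as the fragment length. No value called for an input control, so on this reading the fold compares a summit with its own 10 kb surroundings in the same ChIP library, and broad or clustered signal lowers it. The highest pileup in each list lay just under 2 fragment lengths, which is the limit when 1 tag per position and strand is kept. On this reading duplicates were removed before peak calling and very strong summits are compressed. Dividing the genome-wide background by the fragment length gave the tags per kb of the caller's effective genome, used here as the depth.

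Records on chromosomes 1 to 22, X and Y were used as regions, after merging records that overlapped or touched (there were none). Records on haplotype, unplaced and other sequences made up 1.15% (vehicle), 1.27% (GSK 4 h) and 1.06% (GSK 24 h) of the lists. Regions of 2 lists were counted as shared with an overlap of at least 1 bp. Shares are given with a Wilson 95% interval, which covers counting error only. The level that chance gives came from 100 random placements of the regions within the spanned part of their own chromosomes. The overlap step was tested on simulated data: a list keeping 69.98% of the 99997 vehicle regions, each shifted, was scored at 69.98%. The shift was less than the length of the shortest region, so each kept region had to overlap. The test thus checks the counting only, and not regions that are displaced or split. The 3 lists were merged into a union set and each union region was classed by the lists present in it. Since both GSK lists are set against 1 vehicle list, 3 unchanged lists were also simulated 20 times from 1 mean profile of recovered summit heights with Poisson noise, called at the -log10 p that goes with a -log10 q of 10. A first version of this simulation, called at the lowest -log10 p of each list, was discarded because that threshold excluded almost no simulated region. Fold enrichment was ranked only within its own list, as a percentile.

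The text names the 3 vehicle regions with the highest fold percentile among those in neither GSK list. It also names the 3 union regions absent from the vehicle list with the highest value of the lower of their 2 GSK percentiles. This rule, the overlap rules and the alternatives were fixed before the data were examined, except for the -log10 q thresholds of 30, 50 and 100 and all use of recovered pileups, which were chosen after seeing the data. The alternatives were 2 stricter -log10 q thresholds (5 and 10), overlap of 50% of a region or of both regions, lists cut to the same number of top regions by -log10 p, merging within 1 kb, all sequences, and ranking by -log10 p. Since the files are in hg19 and the gene table at hand (GRCh38.p14) gives positions in another build, no region was assigned to a gene. The planned values for the PIK3R1 locus, other PI3K/AKT genes, androgen-responsive genes and transcription start sites were not analysed here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.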

Results

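To examine how LSD1 inhibition affects the H3K4me2 landscape in PCa cells, H3K4me2 ChIP-seq was carried out in LNCaP cells under vehicle, after 4 h of GSK2879552 (GSK 4 h) and after 24 h of GSK2879552 (GSK 24 h). Each group had 2 replicates, which the authors combined into 1 peak list. There is therefore no replicate spread behind any value, and the differences given here are between lists and were not tested between conditions. Per the labels, the GSK samples were also given the androgen DHT, whereas the paper's figure legend for this ChIP-seq names GSK2879552 alone. Whether DHT was given could not be settled, so a difference from vehicle cannot be put down to the inhibitor alone. Fold enrichments, p-values and q-values are those of the authors' peak caller.

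The depth was similar in the 3 lists. As inferred from the peak values, the vehicle list rested on 9.43 tags per kb of effective genome, the GSK 4 h list on 10.1 and the GSK 24 h list on 8.98. Relative to vehicle, the depth was 1.07 for GSK 4 h and 0.952 for GSK 24 h. The fragment length, inferred from the shortest peak, was 221 bp for vehicle, 186 bp for GSK 4 h and 219 bp for GSK 24 h. A median summit was covered by 23 fragments in the vehicle list and by 21 in each GSK list.

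The first question was whether the inhibitor changed the number of H3K4me2 regions. The vehicle list held 99997 regions, the GSK 4 h list 128134 and the GSK 24 h list 127189. The GSK lists were thus 1.28 and 1.27 times as long as the vehicle list. Covered length also rose, from 59.8 Mb (vehicle) to 71.6 Mb (GSK 4 h) and 75.1 Mb (GSK 24 h). The median region was 475 bp long in the vehicle list, 438 bp in the GSK 4 h list and 493 bp in the GSK 24 h list. The median fold enrichment was 4.95 (interquartile range 3.95 to 6.68) within the vehicle list. It was 4.86 (3.89 to 6.45) within the GSK 4 h list and 4.72 (3.76 to 6.07) within the GSK 24 h list.

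The direction of this difference depended on the significance threshold; thresholds of 30 and above were chosen after seeing the data. At a -log10 q of at least 10, the GSK lists were still longer, with 56888 (GSK 4 h) and 52815 (GSK 24 h) regions against 45490 for vehicle. At a -log10 q of at least 30, the order was reversed, with 14857 vehicle, 14362 GSK 4 h and 9621 GSK 24 h regions. The gap widened at a -log10 q of at least 100, where 5564 vehicle regions remained against 128 (GSK 4 h) and 70 (GSK 24 h). The highest -log10 q was 359 in the vehicle list, 181 in the GSK 4 h list and 207 in the GSK 24 h list.

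**Figure D1:**
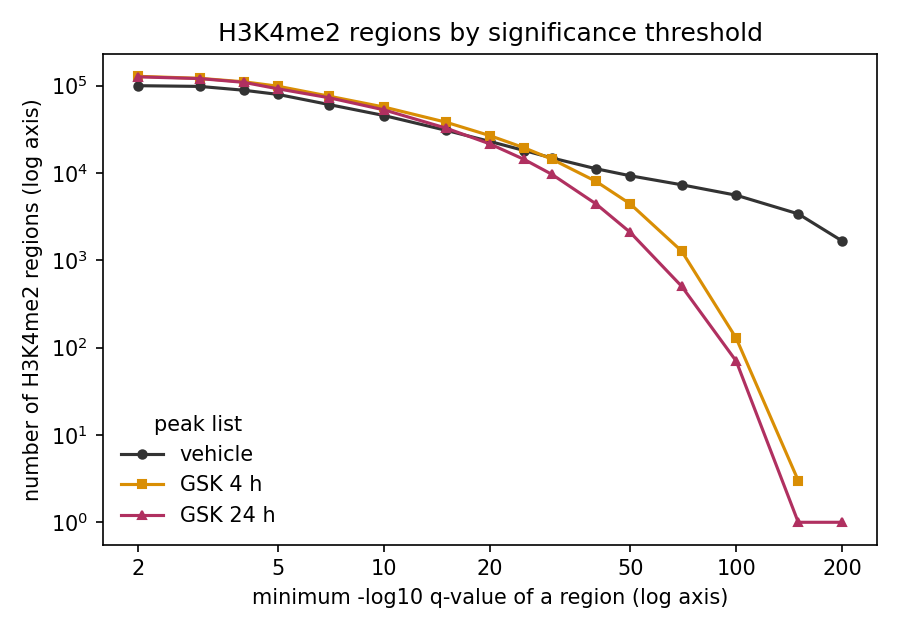
Number of H3K4me2 regions (vertical, log axis) with at least the -log10 q-value on the horizontal log axis, for the vehicle, GSK 4 h and GSK 24 h lists (1 list per group, no error bars). The GSK lists lie above vehicle at low thresholds (98541 and 91984 against 79394 regions at 5) and below it at 50 (4430 and 2091 against 9293 regions).

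The next question was which regions the lists shared. Of the vehicle regions, 84.3% (95% interval 84.1 to 84.6) overlapped a GSK 4 h region and 86.0% (85.8 to 86.2) overlapped a GSK 24 h region. In the other direction the shares were lower, as 67.0% (66.7 to 67.2) of GSK 4 h regions and 68.0% (67.8 to 68.3) of GSK 24 h regions overlapped a vehicle region. Between the GSK lists, 78.2% (78.0 to 78.5) of the 4 h regions and 77.7% (77.5 to 78.0) of the 24 h regions were shared. Random placement gave mean shares from 3.82% to 4.91%, and the highest of its draws was 5.08%. The shares of vehicle regions moved most at a -log10 q of at least 50, where 18.6% of vehicle regions overlapped the GSK 24 h list and 83.2% of GSK 24 h regions overlapped the vehicle list, the opposite order. The shares of GSK regions in the vehicle list moved most when 50% of both regions had to be covered, to 49.7% (GSK 4 h) and 50.3% (GSK 24 h).

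The asymmetry followed list length. When each list was cut to its 99997 top regions by -log10 p, 77.7% of vehicle regions overlapped GSK 4 h regions and 77.5% of GSK 4 h regions overlapped vehicle regions. For vehicle and GSK 24 h, the shares were 79.5% and 78.7%. For GSK 4 h and GSK 24 h, they were 79.5% and 78.9%. At equal length, the GSK lists therefore shared about as much with the vehicle list as with each other.

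The union of the lists held 151781 regions. All 3 lists were present in 72738 of them (47.9%). A further 16711 were in both GSK lists only, 8262 (5.44%) were in the vehicle list only, 22069 were in the GSK 4 h list only and 21657 were in the GSK 24 h list only. The vehicle list shared 4517 with GSK 4 h only and 5827 with GSK 24 h only. Since both GSK lists are compared with the same vehicle list, these counts were set beside simulated unchanged lists. Among union regions past a -log10 q of 10, 6588 were in both GSK lists only, against a mean of 3077 and a maximum of 3173 in 20 simulations. The other classes differed from the simulations as well, with 9695 observed against a mean of 4681 for GSK 4 h only and 4127 against 6799 for vehicle only. The simulated vehicle list was longer than the simulated GSK lists, unlike the observed one, so the comparison does not separate sharing between the GSK lists from list length. The simulations covered counting noise and not replicate spread. With lists of equal length, 7543 union regions were in both GSK lists only, 7839 in vehicle and GSK 24 h only and 6414 in vehicle and GSK 4 h only. At equal length, the class in both GSK lists only was thus larger than one of the vehicle classes and smaller than the other.

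Regions missing from another list were mostly the weaker ones of their own list. The 8273 vehicle regions in neither GSK list had a median fold percentile of 31.3 within the vehicle list, against 57.4 for the 78656 vehicle regions found in both GSK lists. Only 106 of the 8273 (1.28%) ranked above the 90th percentile. The 42323 GSK 4 h regions outside the vehicle list had a median percentile of 31.7 within the GSK 4 h list, against 63.4 for those overlapping it. For GSK 24 h, the medians were 32.2 (40682 regions) and 62.4 (86507 regions). Ranking by -log10 p moved the medians of the absent regions to 24.2, 25.3 and 22.9 for vehicle, GSK 4 h and GSK 24 h.

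**Figure D2:**
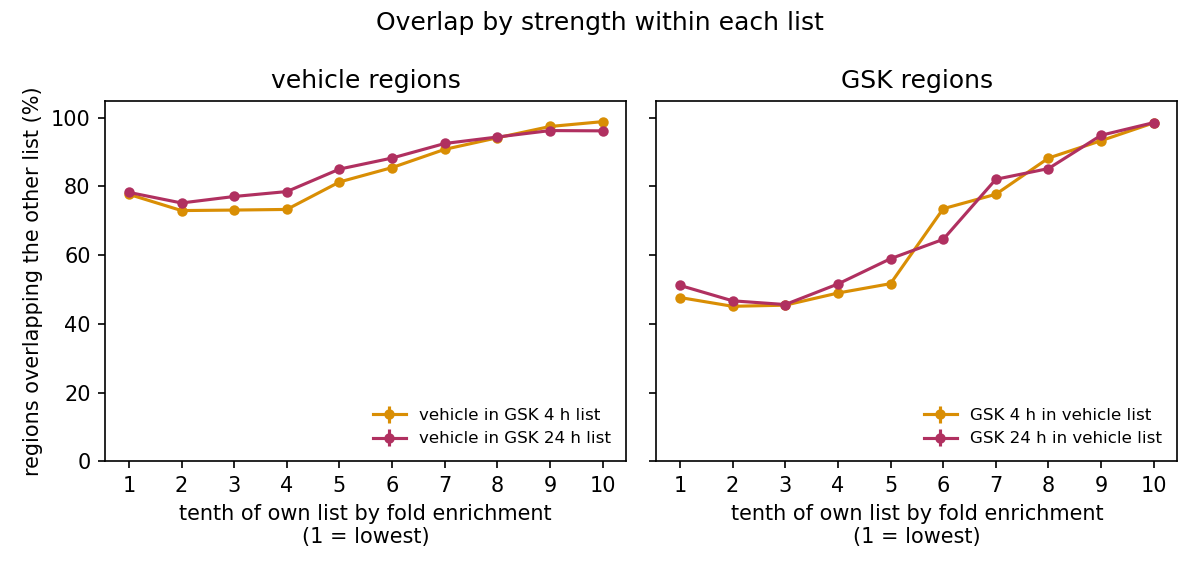
Share of regions overlapping the other list (vertical, %) by 10% steps of the own list ranked by fold enrichment (horizontal, 1 is the lowest); left, vehicle regions in each GSK list, and right, regions of each GSK list in the vehicle list; bars are Wilson 95% intervals. In the top 10% the shares were 98.9% and 96.2% for vehicle regions in the GSK 4 h and GSK 24 h lists, and 98.5% and 98.6% for GSK 4 h and GSK 24 h regions in the vehicle list.

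By fold percentile, the top region found in the vehicle list alone lay on chromosome 2 from 59293927 to 59294444 (hg19). It had a fold enrichment of 18.1, a percentile of 99.5 and a -log10 q of 60.6. The nearest GSK 4 h and GSK 24 h regions were 37288 and 37438 bp away. The second lay on chromosome 9 from 1042471 to 1043056, with a fold enrichment of 16.1 and a -log10 q of 47.8. The third lay on chromosome 5 from 121187553 to 121187982, with a fold enrichment of 15.9 and a -log10 q of 45.2. Their summits were covered by 62, 51 and 48 vehicle fragments. Ranked by -log10 p, their percentiles within the vehicle list were lower, at 91.9, 90.4 and 89.9.

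Regions found in both GSK lists and not in the vehicle list were ranked by the lower of their 2 percentiles. The first lay on chromosome 8 from 62379863 to 62380561 (hg19), with a fold enrichment of 10.1 in the GSK 4 h list (percentile 96.5) and 8.89 in the GSK 24 h list (percentile 95.4). The second lay on chromosome 1 from 240352846 to 240353197, with fold enrichments of 10.4 (GSK 4 h) and 8.11 (GSK 24 h). The third lay on chromosome 19 from 9316311 to 9316960, with fold enrichments of 14.4 (GSK 4 h, percentile 99.7) and 8.09 (GSK 24 h, percentile 92.3). Summits of these 3 regions were covered by 34, 29 and 50 fragments in the GSK 4 h list and by 26, 27 and 23 in the GSK 24 h list. Which genes or features lie at these 6 regions was not analysed here, because no hg19 annotation was used. For the same reason, H3K4me2 at the PIK3R1 locus, which the study examined, was not analysed here.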

Values the study reported

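The study reported that short-term treatment with LSD1 inhibitors needed doses of roughly 50 to 100 μM to match the effects of prolonged treatment at lower doses. It reported a rapid fall of AKT phosphorylation in LNCaP cells given 50 μM GSK2879552, seen at 4 and 48 h.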

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

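The tests in this part were chosen after the results were seen. Both GSK lists held more records outside chromosomes 1 to 22, X and Y than the vehicle list, which had 1168. The GSK 4 h list had 1642 and the GSK 24 h list had 1363 such records, on haplotype, unplaced and other sequences that the comparisons of the report leave out. The longer GSK lists are a candidate explanation. As a share of the list, these records made up 1.27% (95% interval 1.21 to 1.33) for GSK 4 h and 1.06% (1.01 to 1.12) for GSK 24 h, against 1.15% (1.09 to 1.22) for vehicle. List length thus accounts for the GSK 24 h excess, since the share there was below that of vehicle. For GSK 4 h it accounts for most of the excess, but the share stayed above that of vehicle and the intervals overlap only narrowly. Reads that fit several copies of a sequence, as on haplotype sequences, were not examined, and no biological explanation was tested.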

How the results depend on the processing

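No paired analysis was possible because each list combines both replicates, and for the same reason leaving out a replicate was not possible. The planned values for start sites, the PIK3R1 locus, PI3K/AKT genes and androgen-responsive genes were not run, since no annotation of the files' build was used. Omitting the merging of records changed nothing, because no records touched. The -log10 q thresholds of 30, 50 and 100 were chosen after seeing the data. All shares and medians here are judged against counting intervals that are narrow at this number of regions, so most count as moved.

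The GSK lists stayed longer than the vehicle list with records within 1 kb merged, with all sequences and at a -log10 q of at least 5 or 10. The log2 ratio of region number, 0.36 (GSK 4 h) and 0.35 (GSK 24 h) as reported, was 0.29 and 0.31 with records within 1 kb merged, 0.31 and 0.21 at a -log10 q of at least 5, and 0.32 and 0.22 at 10. It reversed under the added thresholds, to -0.049 and -0.63 at 30, -1.07 and -2.15 at 50, and -5.44 and -6.31 at 100. Region numbers for vehicle, GSK 4 h and GSK 24 h were 45490, 56888 and 52815 at 10, then 14857, 14362 and 9621 at 30. They were 9293, 4430 and 2091 at 50, and 5564, 128 and 70 at 100. Covered length at 10 was 38.6, 46.8 and 44.6 Mb.

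Shares of overlap are given in the order vehicle in GSK 4 h, vehicle in GSK 24 h, GSK 4 h in vehicle, GSK 24 h in vehicle, GSK 4 h in GSK 24 h and GSK 24 h in GSK 4 h. With 50% of the region covered they were 78.1%, 81.0%, 59.6%, 59.7%, 71.5% and 68.5%. With 50% of both regions covered they were 63.7%, 63.96%, 49.7%, 50.3%, 56.6% and 57.0%. At a -log10 q of at least 5 they were 83.8%, 83.6%, 69.3%, 73.5%, 77.0% and 81.6%. At 10 they were 83.8%, 81.7%, 70.1%, 73.6%, 74.9% and 81.2%. With the same number of top regions they were 77.7%, 79.5%, 77.5%, 78.7%, 79.5% and 78.9%. With records within 1 kb merged they were 85.9%, 87.4%, 69.6%, 70.3%, 80.2% and 79.6%. In all of these settings vehicle regions were found in the GSK lists more often than the reverse, by a small margin for lists of equal length. The order was opposite at the added thresholds of 30 and 50, where the vehicle list was the longest. At 30 the shares were 66.6%, 49.4%, 72.3%, 78.1%, 51.3% and 76.7%, and at 50 they were 37.2%, 18.6%, 79.1%, 83.2%, 32.96% and 69.7%. Why the lists differ in the number of high-scoring regions was not tested by these settings.

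At a -log10 q of at least 10, 4227 union regions were in the vehicle list only, 6581 in both GSK lists only and 33075 in all 3 lists. With equal list lengths, 12717 were in the vehicle list only and 7543 in both GSK lists only. Of 16 values for the other list combinations, 10 stayed within 1.5 times the reported count and 6 were lower.

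Regions absent from another list ranked below shared ones under both alternatives run for this result, ranking by -log10 p and coverage of 50% of the region. Ranked by -log10 p, the medians were 24.2 (vehicle regions in neither GSK list) against 58.5 (in both), 25.3 (GSK 4 h regions outside the vehicle list) against 65.6 (overlapping it), and 22.9 against 65.0 for GSK 24 h. With 50% of the region covered, the medians of the shared regions were 59.9, 65.4 and 64.4. The depth, with a median of 21 to 23 fragments at a summit, limits what can be said of weak regions, since a region missing from one list can lie just under its threshold.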

Other observations

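The region ratios after merging within 1 kb and at a -log10 q of at least 10 came from settings fixed before the data were examined, but their use as tests of an explanation was chosen afterwards. The other tests in this part were chosen after the results were seen, apart from the count of regions away from strong summits, whose outcome had not been seen, and the test of a capped plateau, for which only distances at heights of at least 100 had been seen. The values that divide one outcome from another, and the height of 64, were also set after the data were seen. Heights in this part are recovered summit pileups divided by the genome-wide background of the same list. This allows for depth, but for fragment length only where a summit is broader than a fragment, so heights for GSK 4 h, with its shorter fragments, are less comparable. They are relative to all tags of a library, so a fall at some regions raises the others, and no spike-in was used here. Neither the spread between the pooled replicates nor which replicate a value came from can be seen.

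The vehicle list had more very high summits than either GSK list. Heights of at least 64 were reached by 7091 vehicle, 1997 GSK 4 h and 525 GSK 24 h regions. Between 64 and 76.1, GSK 4 h had more regions (1487) than vehicle (1079), and GSK 24 h had 350. From there the vehicle number rose to 1205 between 128 and 152, where GSK 4 h had 8 and GSK 24 h had 16. These steps each span the same ratio and so widen with height, and the vehicle rise does not hold per unit of height. The 99th percentile of height was 160 (vehicle), 68.0 (GSK 4 h) and 54.4 (GSK 24 h), although the medians were 11.04, 11.2 and 10.7.

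Heights were compared at 55968 regions matched 1 to 1 in the 3 lists, ranked by the height in the list outside the comparison. Since each region had to be called in all 3 lists, values for weak regions depend on the calling thresholds. Only 3957 of the 7091 vehicle regions with a height of at least 64 were matched. Values for strong regions thus leave out many, such as those spanning several GSK regions. For GSK 24 h against vehicle (ranked by GSK 4 h), the height above background relative to vehicle was 1.19 in the weakest 10% and 0.483 in the strongest 10%. In the strongest 10%, 74.3% of regions were lower and the median log2 ratio was -0.496. In the 9th 10% step the relative height was 0.747, but 46.3% were lower and the median log2 ratio was 0.040. The fall in that step thus rested on part of its regions. For GSK 4 h against vehicle (ranked by GSK 24 h), the height above background relative to vehicle was 1.12 in the weakest 10% and 0.727 in the strongest 10%. There 51.9% were lower and the median log2 ratio was -0.030, so the fall at 4 h rested on part of these regions. GSK 24 h was also lower than GSK 4 h (ranked by vehicle), at 0.731 in the strongest 10%, where 87.7% of regions were lower. It was lower in every 10% step, from 0.947 in the weakest, so the difference was not confined to strong regions. A uniform loss of enrichment would leave fewer regions past a given threshold. For GSK 24 h, with a depth no greater than that of vehicle, the ratio of 1.16 at a -log10 q of at least 10 argues against it as the whole cause. For GSK 4 h, the ratio after thinning was also 1.16, but its shorter fragments keep that ratio from deciding. The heights by step argue against a uniform loss as the whole cause for GSK 4 h. Height above background relative to vehicle was 1.14 in the 5th 10% step (27.6% of regions lower), 0.844 in the 9th and 0.727 in the strongest. That spread is wider than the fragment length, at 0.842 of that of vehicle, could give alone. The limit of 1 tag per position and strand is argued against too, since 1054 vehicle pileups lay at 75% of that limit or more, against 4 (GSK 4 h) and 8 (GSK 24 h), so it lowered vehicle summits more than GSK summits.

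The position of these summits differed too. Among 3957 matched regions with a vehicle height of at least 64, the median distance from the vehicle summit was 163 bp to the GSK 4 h summit and 241 bp to the GSK 24 h summit, while the GSK summits lay 103 bp from each other. At heights from 16 to 32 the distances were alike, at 65, 56 and 70 bp. Of the 7091 vehicle regions with a height of at least 64, 23.6% spanned several GSK 4 h regions and 30.5% several GSK 24 h regions, against 7.04% and 4.90% at heights from 16 to 32. A summit placed at random on a capped plateau is argued against by heights from 64 to 100, where pileups were at most 208 of a limit of 442 and the distances to the GSK summits were still 187 and 242 bp, against 91 bp between the GSK lists. A candidate explanation is that another signal, such as that of a different histone mark at the same regions, may be mixed into the combined vehicle list. It was raised by these distances, and the 163 bp, beyond the 103 bp between the GSK lists, does not decide it. A change in the shape of H3K4me2 at the strongest regions, in response to the inhibitor or to DHT, would give the same distances and was not tested, so they cannot be told apart. A signal in the vehicle list alone would not account for the difference between the GSK lists, at 0.731 in the strongest 10%, though the shorter GSK 4 h fragments may add to it.

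The greater length of the GSK lists was weighed against several technical explanations. Deeper sequencing does not explain the GSK 24 h list, whose depth was 0.952 of that of vehicle. For GSK 4 h, thinning the recovered counts to the vehicle depth left 1.16 times as many regions as in the vehicle list at the same -log10 p (12.3), against 1.24 before thinning, so depth accounts for part of the excess. A first version at the lowest -log10 p of the GSK 4 h list was discarded, because that threshold removed only 306 of the thinned regions. Broad regions split into several records are argued against by ratios of 1.22 (GSK 4 h) and 1.24 (GSK 24 h) after merging within 1 kb. A local background raised by strong neighbours was tested at regions more than 10 kb from every region with a height of at least 32 in any list. There the GSK lists still had 1.34 (GSK 4 h) and 1.33 (GSK 24 h) times as many regions as the vehicle list, with 90245 and 89603 against 67371, which argues against it as the whole cause. A first test, on regions scored against the genome-wide background, was discarded because the explanation itself moves regions into or out of that class. The fragment length for GSK 24 h was 0.991 of that of vehicle, which argues against it there. For GSK 4 h it was 0.842 of that of vehicle, and its effect on the list cannot be told apart from that of the treatment without the reads. Tags are shared out within a library, so the very high vehicle summits may also have left fewer tags for other vehicle regions. That was not tested, and a true gain of regions is not shown here.

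The gain in regions was uneven across chromosomes. On chromosome 19 the GSK lists had 1.08 (GSK 4 h) and 1.05 (GSK 24 h) times as many regions as the vehicle list, the lowest ratios at both times. The highest were 1.41 at 4 h, on chromosome Y, and 1.42 at 24 h, on chromosome X. Chromosome Y had the fewest regions (352 vehicle and 496 GSK 4 h), so its place as the highest is uncertain. At a -log10 q of at least 10, the ratios for chromosome 19 were 1.12 and 1.04, again the lowest at both times, while those for chromosome X fell to 1.21 and 1.102. A difference in base composition bias between libraries may add to both this pattern and the high vehicle summits. The ratio of 1.05 on chromosome 19 goes with it but does not decide it, because no genome sequence of this build was used, and bias and treatment cannot be told apart here.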
